A study of Mus musculus with 6 samples. Its data were reported in "Monocarboxylate Transporter 2 (MCT2) Reduction Is Associated with Increased Lung Tumor Growth and Alterations in the Immune Microenvironment in a Subcutaneous Tumor Model" (2026).

How the data were processed

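The authors sequenced RNA of single nuclei (snRNA-seq) from whole subcutaneous tumors of TC1 cells, a mouse lung tumor line, grown in MCT2 conditional knockout mice. Per the labels, mice given tamoxifen to delete the gene formed the MCT2 knockout (KO) group and mice given vehicle formed the control (CO) group, with 3 libraries in each. Frozen tissue was homogenized and lysed by the authors, nuclei were filtered and pelleted, and some samples received additional washes to lower free RNA; which samples were washed is not stated. Libraries were built with droplet-based 3′ chemistry that tags each captured molecule with a unique molecular identifier (UMI). The authors counted UMIs with Cell Ranger against the mouse genome build GRCm38, and the version in the file headers differs from the one in their methods. The deposited values are raw UMI counts per gene and nucleus barcode. They are whole numbers, so a correction for free RNA, which the methods describe, is not visible in them, and whether intronic reads were counted is not stated. The gene list held 22623 identifiers, of which 22513 were found in the GENCODE vM21 annotation and 22361 had the same symbol there. Every barcode in the deposited matrices had at least 500 UMIs.

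The 6 libraries held 18865 barcodes and between 13252572 and 22057084 UMIs each. Groups and replicate numbers were taken from the sample titles. Replicates were first compared by a chi-square test of their summed counts over genes. The statistic per degree of freedom lay between 8.31 and 190 within groups, so no library was a copy of another of its group. Nuclei with 100 to 7500 detected genes and under 20% mitochondrial counts were kept, which are the limits of the study, leaving 18014.

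Doublets were scored with Scrublet (scanpy 1.11.5) in place of the study's caller. Its automatic threshold marked 23 nuclei (0.128%), too few for libraries of this size. After the scores were seen, the highest-scoring nuclei of each library were therefore removed at a rate of 0.8% per 1000 barcodes, 500 in all. The remaining 17514 nuclei (7660 CO, 9854 KO) were analyzed.

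Counts were scaled to 10000 per nucleus and log-transformed, 2000 highly variable genes were selected across libraries, and 30 principal components were integrated over libraries with the Harmony algorithm, written anew in Python 3.11.15 (theta of 2, sigma of 0.1, lambda of 1). A graph of 20 nearest neighbors was clustered with leidenalg 0.10.2 at a resolution of 1. Clusters were named from marker lists for 14 cell classes, fixed together with the main tests, the alternatives, the gene lists and the named genes before the data were examined. A marker counted as detected where its mean was at least 0.1 per 10000 counts and at least 25% of its highest cluster mean. A class needed 3 detected markers. A cluster stayed unnamed where its 10 leading genes held more markers of another class, where its nuclei had a median UMI count under 0.333 of that of their library and none of the markers of the class led it, or where its mean doublet score was over 2 times the mean of all nuclei (a mixed cluster). Leading genes were ranked by fold over all other nuclei, with 0.02 added to each mean, among genes detected in at least 25% of the nuclei of a cluster. This definition, the doublet-score limit and the rule for cell states (50% of the state markers at least 1.25 times their level in the other mesenchymal-like nuclei) were set after the clusters and their sizes per library were known and before any test of genes between groups. The marker lists include genes that led the clusters of the study, so the names are not independent of these libraries, and the mesenchymal list does not separate implanted TC1 cells from host stroma.

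Raw counts were summed per library over all kept nuclei and over each class with at least 20 nuclei in every library. Libraries, not nuclei, were the replicates. The main test of CO against KO was the edgeR 4.0.16 quasi-likelihood F-test (R 4.3.3) with TMM normalization and the default filter on low counts, on 3 against 3 libraries with no covariate. A gene was called changed when its log2 fold change was at least 0.58 in size and its Benjamini-Hochberg adjusted p was at most 0.05, the thresholds of the study. Standard errors (SE) are the log2 fold change divided by the square root of the F statistic, and CPM values are counts scaled to a common library total and by the TMM factors, unless said to be unscaled. Whether the change differed between macrophage-like and mesenchymal-like nuclei was tested as an interaction with library as a block. The study compared nuclei with a Seurat function and also fitted sums per cell type with DESeq2, which was run here as an alternative (DESeq2 1.42.0), and an adjusted p that it left undefined stayed undefined. In all, 7 gene lists were tested in the macrophage-like and the mesenchymal-like sums with fry (limma 3.58.1) on log CPM with a prior count of 2, two-sided, with camera under an estimated correlation beside it, and adjusted over the 14 tests. Shares of nuclei and mitochondrial percentages were compared by exact two-sided permutation tests, whose smallest p with 3 against 3 libraries is 0.1.

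Genes named in the text follow a fixed rule: in each class, among changed genes with a mean of at least 20 CPM and no overlap between the groups, the 4 with the largest rise and the 4 with the largest fall, and in addition 34 of the genes that the study names. No gene met the first part. Genes and tests chosen after their values were seen are said to be so where they appear.

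The procedure was tested on simulated counts drawn from the means and library sizes of these sums, with 200 genes changed by 2 on the log2 scale. At the common dispersion of each data set, edgeR recovered 95.0% of them in all nuclei, 89.5% in macrophage-like, 93.0% in mesenchymal-like and 83.5% in T/NK-like sums. For the interaction, simulated at a dispersion of 0.05, it recovered 87.0%. That dispersion is below the common dispersion of the macrophage-like (0.0677) and mesenchymal-like (0.0745) sums. Smaller changes, down to the threshold for a call, were not simulated. Counts drawn at a common dispersion also do not carry the division of the libraries described under the other observations. The rates therefore hold only for changes of 2 without such a division. How many smaller changes would be missed is not known.

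Each result was recomputed with DESeq2, with median-of-ratios size factors (RLE), without the low-count filter, with predicted doublets kept, with at least 500 genes and under 5% mitochondrial counts (for the mitochondrial percentage also with no mitochondrial limit), without mitochondrial genes, without integration, at a clustering resolution of 0.5, without genes whose CPM in the class was under 0.5 of that in all other nuclei, with the pathway genes that the study named, on sums thinned to equal depth, with the replicate number as a block, and without each library in turn, wherever the setting applied. Alternatives added after the data were seen were a covariate for a division of the libraries found in the gene counts, T/NK-like nuclei of at most 3000 UMIs, the mixed cluster counted as mesenchymal-like, and leading genes taken among those detected in at least 10% of nuclei. The closing section gives their effect. Trajectories, ligand-receptor predictions and pathway enrichment were not analyzed here, and neither were the bulk RNA-seq, flow cytometry and tumor volumes of the study.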

Results

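RNA of single nuclei was counted in 6 libraries from subcutaneous tumors of TC1 cells, a mouse lung tumor line, 3 from control (CO) mice and 3 from mice given tamoxifen to delete MCT2 (KO). MCT2 is a monocarboxylate transporter encoded by Slc16a7. After filtering, the CO libraries (replicates 1, 2 and 3) kept 2975, 2922 and 1763 nuclei and the KO libraries kept 4587, 1944 and 3323. The median nucleus held 3374, 2468 and 1948 unique molecular identifiers (UMIs, the counted molecules) in the CO libraries. In the KO libraries the corresponding medians were 2342, 4874 and 1094, so the deepest and the shallowest library both belonged to the KO group. The median number of detected genes per nucleus was 2028, 1629 and 1341 in CO and 1567, 2434 and 860 in KO. At this depth, the biological coefficient of variation between libraries of a group was 30.3% for counts summed over all nuclei. With 3 libraries per group, the smallest p that the exact permutation tests below can give is 0.1.

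The first question was whether transcripts of the targeted gene were lower in the KO group. Slc16a7 (ENSMUSG00000020102) lies on chromosome 10 at 125219270 to 125389465 of GRCm38, on the minus strand, with 11 merged exons. The counts are given per gene, so they do not resolve single exons. Summed over all nuclei, Slc16a7 had 127, 159 and 164 UMIs in the CO libraries and 264, 106 and 352 UMIs in the KO libraries. Scaled by TMM, these were 8.60, 11.4 and 20.004 CPM (counts scaled to a common library total) in CO and 15.4, 7.55 and 31.5 CPM in KO. The mean was 13.3 ± 5.95 CPM in CO and 18.1 ± 12.2 CPM in KO (SD, n = 3 libraries each). The log2 fold change of KO over CO was 0.45 (SE 0.54, edgeR adjusted p 0.736), and over the alternatives the adjusted p lay between 0.560 and 0.997. Leaving out KO replicate 3 moved the log2 fold change most, to −0.19. In macrophage-like nuclei, where most of these counts lay, the unscaled level was 95.5, 94.6 and 167 CPM in the CO libraries and 120, 147 and 154 CPM in the KO libraries. There the log2 fold change was 0.25 (SE 0.27, edgeR adjusted p 0.823). In mesenchymal-like nuclei Slc16a7 had 5, 7 and 6 UMIs in CO and 3, 19 and 18 UMIs in KO, with a log2 fold change of 0.98 (SE 0.82, edgeR adjusted p 0.591). Slc16a7 had between 3 and 8 UMIs per library in T/NK-like nuclei and was not tested there. A lower level of these transcripts in the KO group was therefore not detected, and directions are given between the libraries labelled KO and the libraries labelled CO. The study deleted the gene in the host and not in the implanted tumor cells. Mesenchymal-like nuclei, which may include the implanted cells, may therefore not show a deletion. Sums over all nuclei also depend on the macrophage-like share. Since single exons are not resolved, transcripts of a deleted allele may still have been counted.

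The next question was which cell classes were present and whether their shares differed. Clustering gave 20 clusters, which are not the clusters of the study. Among the 17514 nuclei, 7 clusters were mesenchymal-like (9044 nuclei), 3 were macrophage-like (6060) and 1 was T/NK-like (776). Smaller classes were endothelial-like (183 nuclei), dendritic-like (151 in 2 clusters), host fibroblast-like (113), adipocyte-like (67) and skeletal muscle-like (59). Genes of stress or of immune responses led several of the named clusters. A mesenchymal-like cluster of 739 nuclei was led by the interferon-response genes Ifit1, Rsad2 and Ifit3b, another of 294 nuclei by the immediate-early genes Atf3, Ppp1r15a and Ier2, and a macrophage-like cluster of 1245 nuclei by Slfn4 and Ccr2. The unnamed clusters comprised 537 shallow nuclei led by the heat-shock genes Hsp90aa1 and Hsp90ab1, a mixed cluster of 468 nuclei with a mean doublet score of 0.145, and 56 nuclei led by Grm8 and Siglech. Together they made up 7.01 ± 1.04% of CO and 5.23 ± 0.909% of KO nuclei (SD, n = 3, exact permutation p 0.2). The mixed cluster alone was 3.16 ± 0.428% of CO and 2.04 ± 1.22% of KO nuclei (exact permutation p 0.3, n = 3).

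Macrophage-like nuclei made up 34.0 ± 4.80% of all nuclei in CO and 33.2 ± 13.1% in KO (SD, n = 3 each), a difference of −0.80 percentage points (exact permutation p 0.9). Among the alternatives, the filter of at least 500 genes and under 5% mitochondrial counts moved this difference most, to −9.97. Without CO replicate 2 the difference was 1.46, without KO replicate 2 it was 5.92, and without KO replicate 3 it was −7.19. For mesenchymal-like nuclei the shares were 50.6 ± 7.18% in CO and 53.6 ± 15.5% in KO, a difference of 3.01 points (exact permutation p 0.9, n = 3). That difference was 11.9 under the same stricter filter, −0.12 without CO replicate 3, −4.45 without KO replicate 2 and 11.003 without KO replicate 3. The T/NK-like share was 4.87 ± 1.48% in CO and 4.16 ± 2.00% in KO, a difference of −0.72 points (exact permutation p 0.5, n = 3). It became 0.138 points without CO replicate 3, 0.0763 points without KO replicate 2 and −1.84 points without KO replicate 3. Within KO, the macrophage-like share ranged from 19.8 to 46.0% and the mesenchymal-like share from 37.6 to 68.5%, wider than within CO (28.9 to 38.5% and 44.4 to 58.5%).

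Cycling was compared among mesenchymal-like nuclei. The 2 clusters with raised cycling markers held 30.7 ± 2.63% of the mesenchymal-like nuclei in CO and 35.0 ± 5.44% in KO (SD, n = 3 each), a difference of 4.31 points (exact permutation p 0.3). Without integration over libraries this difference was −9.28 points. The cycling share was then 1.06% in KO replicate 2 and 4.32% in KO replicate 3, against 39.6 and 29.0% with integration. A mesenchymal-like cluster not marked as cycling then held 969 nuclei of KO replicate 2 and 446 of KO replicate 3. The reversal thus depends on which clusters were marked. With integration, nuclei of the larger cycling cluster had a median of 11074 UMIs, 4.19 times the median of their library, and a mean doublet score of 0.0784, so doublets that were not removed remain possible among them. The share of mesenchymal-like nuclei with at least 1 count of a cycling marker was 83.2 ± 4.81% in CO and 86.1 ± 2.98% in KO (exact permutation p 0.6, n = 3). After each nucleus was thinned to 1000 UMIs, this share was 57.0 ± 7.82% in CO and 63.2 ± 3.58% in KO (exact permutation p 0.3, n = 3). Nuclei too shallow for thinning were left out, 31, 28 and 70 in the CO libraries and 34, 25 and 523 in the KO libraries.

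Mitochondrial counts were compared as a measure of cytoplasmic RNA kept with the nuclei. The median nucleus had 6.76, 3.97 and 1.33% mitochondrial counts in the CO libraries and 6.21, 3.82 and 0.889% in the KO libraries. In both groups the value fell with the replicate number, and KO was below CO at each number, which the unpaired tests here do not use. The means of these medians were 4.02 ± 2.71% in CO and 3.64 ± 2.67% in KO (SD, n = 3 each), a difference of −0.38 points (exact permutation p 0.7). The difference was 0.99 points without CO replicate 1 and 1.00 points without KO replicate 3. Before any filter the means were 4.48 ± 2.78% in CO and 3.91 ± 2.85% in KO (exact permutation p 0.7, n = 3). These values also depend on the class shares, since the classes differed. In macrophage-like nuclei the medians were 0.594, 0.618 and 0.428% in CO and 1.02, 1.14 and 0.633% in KO, so KO was above CO without overlap. In mesenchymal-like nuclei they were 9.77, 8.62 and 4.52% in CO and 9.22, 5.19 and 1.58% in KO, with KO below CO at each number. The class medians were not tested.

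**Figure D1:**
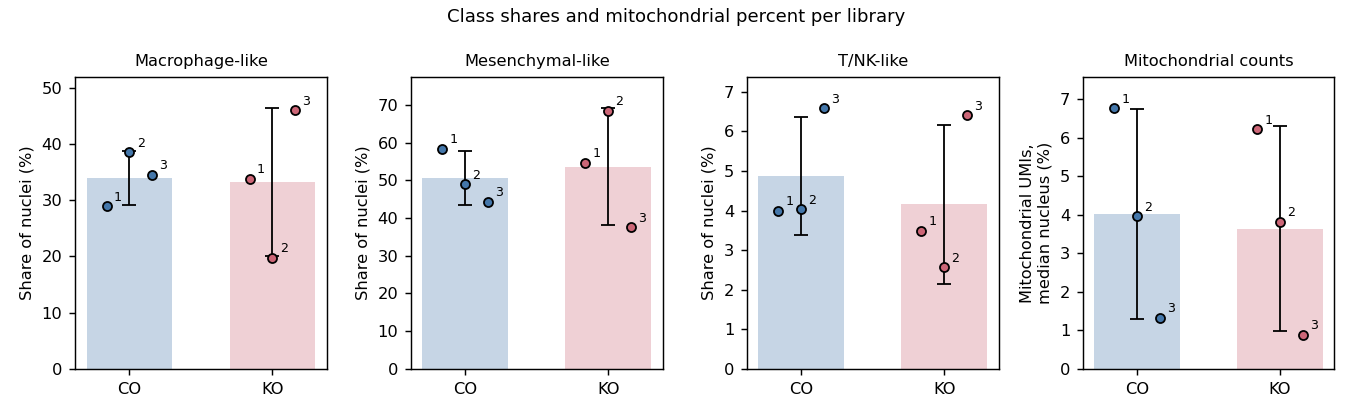
Macrophage-like, mesenchymal-like and T/NK-like nuclei as a percentage of all nuclei of a library, and the mitochondrial percentage of the median nucleus. Bars give the mean of 3 libraries, error bars the SD and numbered points the libraries; the macrophage-like mean was 34.0% in CO and 33.2% in KO.

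The central comparison asked which genes differed in expression between KO and CO, with each library summed as 1 replicate. Over all nuclei, edgeR called 0 of 13662 tested genes changed, 631 had an unadjusted p under 0.05, and DESeq2 called 12. The smallest edgeR adjusted p was 0.681. In all, 1488 genes (10.9%) did not overlap between the groups, where chance gives 10%. In macrophage-like nuclei edgeR called 0 of 10008 genes, with 561 at an unadjusted p under 0.05, a smallest adjusted p of 0.789 and 1163 genes (11.6%) without overlap, again against 10% by chance. DESeq2 called 5 genes in this class, Hbb-bs, Ksr2, Oprm1, Peli2 and Slc7a11, which are named after their values were seen. In mesenchymal-like nuclei edgeR called 0 of 12846 genes and DESeq2 called 26, with 860 at an unadjusted p under 0.05 and 1658 (12.9%) without overlap, against 10% by chance. In T/NK-like nuclei edgeR called 0 of 7890 genes and DESeq2 called 17, with 541 at an unadjusted p under 0.05 and 1092 (13.8%) without overlap, against 10% by chance. The smallest edgeR adjusted p was 0.430 in mesenchymal-like and 0.219 in T/NK-like nuclei. In the T/NK-like class, 151 of 776 nuclei (19.5%) had over 3000 UMIs and held 70.0% of its counts. They held 73.0, 81.0 and 80.6% of the counts in the CO libraries and 40.3, 68.7 and 65.2% in the KO libraries, without overlap. The T/NK-like sums of the groups therefore also differed in how much came from deep nuclei. Without integration over libraries, the class held 85, 87 and 83 nuclei in the CO libraries and 147, 39 and 189 in the KO libraries. A T/NK-like cluster of 63 nuclei, 62 of them from KO replicate 1, then had none of the class markers among its leading genes. The sums with integration carried mesenchymal messengers, as given below, so their counts need not all come from T/NK cells.

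Of all alternatives, leaving out KO replicate 1 moved the counts of the 3 classes most, and DESeq2 that of all nuclei. Without KO replicate 1, edgeR called 1982 genes in macrophage-like nuclei (865 higher and 1117 lower in KO), 2425 in mesenchymal-like nuclei (789 higher and 1636 lower) and 88 in T/NK-like nuclei (33 higher and 55 lower), but 0 over all nuclei, where 4783 of 13806 genes had an unadjusted p under 0.05. Leaving out any other library left these 4 counts at 0. A further question was whether the change between KO and CO differed between macrophage-like and mesenchymal-like nuclei. For this interaction edgeR called 0 of 12294 genes, 935 had an unadjusted p under 0.05, and DESeq2 called 13 (2 with the larger log2 fold change in macrophage-like nuclei, 11 with the smaller). Without KO replicate 1 it called 326 genes (297 with the larger log2 fold change in macrophage-like nuclei, 29 with the smaller), while without the low-count filter most of the 201 called went the other way (51 larger, 150 smaller). Without KO replicate 3 it called 4, which were Ksr2, Lrp1, Peli2 and Ston2, named after their values were seen.

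A fixed list of 34 genes that the study names was then examined. Many of them were chosen by the study on these same libraries, so that they are not independent evidence. The list does not hold every gene that the study names. Bnc2, Gulp1, Itgb8, Nox4 and Zfpm2, which it names for macrophages, are not on it. None of the 34 passed the threshold with edgeR in all nuclei, macrophage-like or mesenchymal-like nuclei, nor did any of the 33 tested in T/NK-like nuclei, whether adjusted over all genes or adjusted over the list alone. Mrc1 (ENSMUSG00000026712, chromosome 2, 14229392 to 14332057, plus strand, 30 merged exons) encodes CD206, a marker of M2-type macrophages. Its level in macrophage-like nuclei was 487 ± 169 CPM in CO and 369 ± 81.4 CPM in KO (SD, n = 3 each), a log2 fold change of −0.40 (SE 0.30, edgeR adjusted p 0.789) that stayed between −0.60 and −0.09 with each library left out in turn. Cd86 (ENSMUSG00000022901, chromosome 16, 36603869 to 36666081, minus strand, 8 merged exons) encodes a marker of M1-type macrophages. It was at 306 ± 35.0 CPM in CO and 365 ± 92.8 CPM in KO, a log2 fold change of 0.26 (SE 0.23, edgeR adjusted p 0.796), with 0.04 to 0.37 in the same leave-outs. The largest rise on the list in macrophage-like nuclei was that of Slit2 (ENSMUSG00000031558, chromosome 5, 47983138 to 48307733, plus strand, 39 merged exons), from 232 ± 102 to 765 ± 571 CPM with a log2 fold change of 1.72 (SE 0.68). Mecom (ENSMUSG00000027684, chromosome 3, 29951296 to 30548008, minus strand, 19 merged exons) was at 263 ± 160 CPM in CO and 664 ± 498 CPM in KO, a log2 fold change of 1.33 (SE 0.75). Both genes were far more abundant in mesenchymal-like nuclei, where Mecom averaged 4584 CPM in CO and 6419 CPM in KO. Tnc (ENSMUSG00000028364, chromosome 4, 63959785 to 64047015, minus strand, 27 merged exons) rose from 163 ± 65.2 to 290 ± 38.3 CPM, with a log2 fold change of 0.84 (SE 0.28), and was the only listed gene whose groups did not overlap in this class. Unscaled, Tnc too was higher in mesenchymal-like nuclei, at 721 CPM against 231 CPM in macrophage-like nuclei. RNA from mesenchymal-like nuclei was therefore not excluded for its rise. The largest fall was that of Cd74 (ENSMUSG00000024610, chromosome 18, 60803848 to 60812652, plus strand, 9 merged exons), from 1568 ± 667 to 889 ± 732 CPM with a log2 fold change of −0.81 (SE 0.55). In this class the edgeR adjusted p of the 34 genes lay between 0.789 and 0.987, and the DESeq2 adjusted p was 0.999 for each of them. In T/NK-like nuclei Dock2 (ENSMUSG00000020143, chromosome 11, 34226815 to 34783892, minus strand, 55 merged exons) was at 574 ± 57.0 CPM in CO and 1226 ± 213 CPM in KO, a log2 fold change of 1.09 (SE 0.29, edgeR adjusted p 0.58, DESeq2 adjusted p 0.00371). The T/NK-like sums also carried mesenchymal messengers, at 77.4 ± 2.25% of their mesenchymal-like level in CO and 60.9 ± 12.7% in KO (SD, n = 3 each, exact permutation p 0.1). A gene such as Dock2, at 5.01 CPM in CO and 13.2 CPM in KO in mesenchymal-like nuclei, may therefore have been diluted less in KO. Whether this accounts for its rise was not tested. Within KO the levels went the other way. KO replicate 1 had the lowest mesenchymal share (46.3%) and the lowest Dock2 (1061 CPM), and KO replicate 2 the highest of both (68.4% and 1466 CPM).

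Gene lists were tested next, to ask whether pathways of metabolism, antigen presentation and the ribosome shifted together. OXPHOS is oxidative phosphorylation, the respiratory chain with ATP synthase, and TCA is the tricarboxylic acid cycle. Genes of a list are not independent replicates, so each list was tested over the 6 libraries by rotation with fry. The mean of each list had the sign of its median. None of the 14 tests passed, with a fry adjusted p between 0.664 and 0.786 and a camera adjusted p between 0.726 and 0.812, and 0 listed genes passed edgeR over all genes or adjusted over the list alone. In macrophage-like nuclei the median log2 fold change was −0.11 for glycolysis (9 of 15 genes lower), −0.11 for the TCA cycle (16 of 22 lower), −0.35 for OXPHOS (65 of 71 lower) and −0.10 for fatty acid oxidation (13 of 20 lower). It was 0.13 for fatty acid synthesis and activation (11 of 17 higher), −0.40 for antigen presentation (12 of 17 lower) and −0.29 for ribosomal proteins (68 of 79 lower). In mesenchymal-like nuclei the medians were −0.12 for glycolysis (14 of 18 lower), −0.23 for the TCA cycle (14 of 22 lower), −0.53 for OXPHOS (67 of 71 lower) and −0.10 for fatty acid oxidation (13 of 20 lower). They were 0.07 for fatty acid synthesis and activation (11 of 18 higher), −0.42 for antigen presentation (14 of 17 lower) and −0.56 for ribosomal proteins (81 of 81 lower).

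For these messengers, the KO libraries were spread more widely than the group means differed. In macrophage-like nuclei the summed ribosomal protein messengers were at 18032 ± 1857 CPM in CO and 14199 ± 8795 CPM in KO (SD, n = 3 each), with KO replicate 1 at 23673 and KO replicate 2 at 6292. In mesenchymal-like nuclei they were at 12392 ± 3476 CPM in CO and 8229 ± 5874 CPM in KO. The OXPHOS messengers summed to 6258 ± 507 CPM in CO and 4828 ± 2588 CPM in KO in macrophage-like nuclei, and to 4460 ± 851 and 3206 ± 1703 CPM in mesenchymal-like nuclei. Leaving out KO replicate 1 moved the OXPHOS and ribosomal medians most in both classes. Other alternatives moved some macrophage-like medians further, to −0.19 for the TCA cycle after thinning, 0.13 for fatty acid oxidation with the genes that the study named and 0.000134 for fatty acid synthesis under the stricter filter on nuclei. For antigen presentation they moved the macrophage-like median as far as −0.73, beyond its leave-out range of −0.65 to −0.13. Without KO replicate 1 the macrophage-like medians were −0.80 for OXPHOS (fry p 0.0385), −0.30 for fatty acid oxidation (fry p 0.0226), −0.17 for the TCA cycle (fry p 0.0421) and 0.21 for fatty acid synthesis (fry p 0.00341), all unadjusted. The mesenchymal-like medians were then −1.16 for OXPHOS (fry p 0.0391) and −1.26 for ribosomal proteins (fry p 0.0424). Camera gave an unadjusted p between 0.174 and 0.281 for these 6 tests. Leaving out a library also reversed the sign of some medians near 0. The glycolysis median in macrophage-like nuclei was 0.028 without CO replicate 1, 0.0053 without CO replicate 2, 0.19 without KO replicate 2 and 0.013 without KO replicate 3, and in mesenchymal-like nuclei it was 0.075 without CO replicate 1. The fatty acid oxidation median in macrophage-like nuclei was 0.052 without KO replicate 2. For fatty acid synthesis in mesenchymal-like nuclei the median was −1.21e-05 without CO replicate 3.

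**Figure D2:**
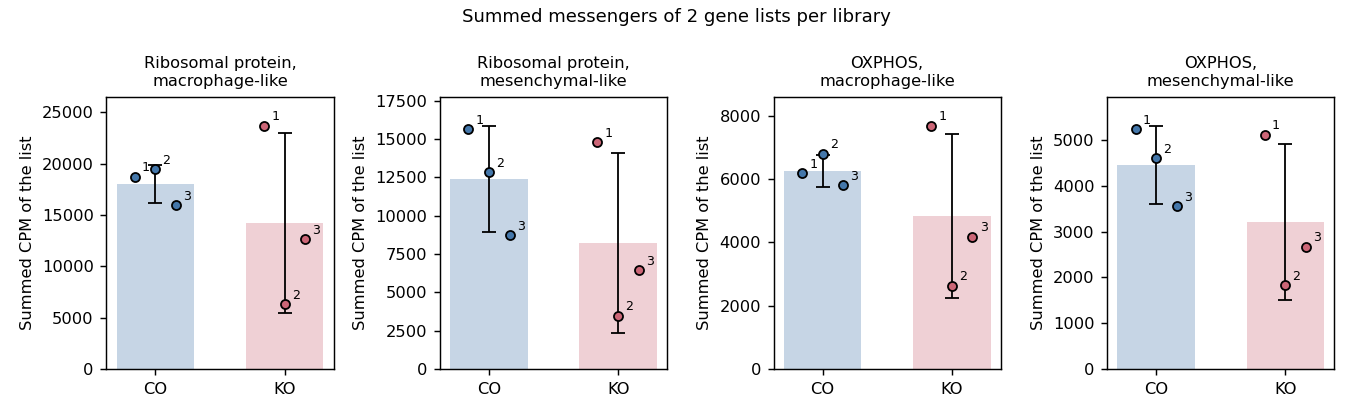
Summed CPM of the ribosomal protein and OXPHOS lists in macrophage-like and mesenchymal-like nuclei. Bars give the mean of 3 libraries, error bars the SD and numbered points the libraries; the ribosomal sum in macrophage-like nuclei was 18032 CPM in CO and 14199 CPM in KO, with KO libraries on both sides of the CO range.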

Values the study reported

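The study described 12 cell clusters shared by the CO and KO tumors. With a test that compared nuclei, it gave proportions of differentially expressed genes between KO and CO that were alike, about 22–24%, for macrophages, mesenchymal stromal cells and the cycling part of the latter. Among macrophage genes, the study described Mecom and Slit2 as strongly raised in KO.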

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

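The alternatives chosen only after the data were seen were a covariate for the division of the libraries described under the other observations, T/NK-like nuclei of at most 3000 UMIs, the mixed cluster counted as mesenchymal-like, and leading genes taken among those detected in at least 10% of nuclei. In all, 27 results were recomputed under 443 alternatives. Direction and side of the threshold (or, for counts, the number within 1.5 times) were the same in 397, a count of changed genes moved in 19, a list passed an unadjusted fry p of 0.05 in 6, and the direction reversed in 21. Of the alternatives chosen afterwards, the 21 for lists, the 2 for single genes and the 4 for shares were among the same, and 4 of the 10 for counts of genes moved. Where no reason is given, the cause was not tested.

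Leaving out each library in turn gave, as lowest and highest log2 fold change of Slc16a7 over all nuclei, −0.19 and 0.86. The number of genes called by edgeR went from 0 to 1982 in macrophage-like, 0 to 2425 in mesenchymal-like and 0 to 88 in T/NK-like nuclei, from 0 to 326 for the interaction, and stayed at 0 over all nuclei, where the number at an unadjusted p under 0.05 went from 631 to 4783 without KO replicate 1. The highest counts came without KO replicate 1. For the median log2 fold change of the lists in macrophage-like nuclei the ranges were −0.52 to 0.19 (glycolysis), −0.17 to −0.095 (TCA cycle), −0.80 to −0.085 (OXPHOS), −0.30 to 0.052 (fatty acid oxidation), 0.062 to 0.21 (fatty acid synthesis and activation), −0.65 to −0.13 (antigen presentation) and −0.77 to −0.01 (ribosomal proteins). In mesenchymal-like nuclei they were −0.58 to 0.075, −0.42 to −0.095, −1.16 to −0.21, −0.31 to −0.03, −1.21e-05 to 0.14, −0.62 to −0.12 and −1.26 to −0.23 in the same order. Shares moved between −7.19 and 5.92 percentage points (macrophage-like), −4.45 and 11.003 (mesenchymal-like), −1.84 and 0.138 (T/NK-like) and 2.02 and 7.32 (cycling among mesenchymal-like). The difference in mitochondrial percentage lay between −1.72 and 1.00 points. Mrc1 and Cd86 kept their directions in these leave-outs. Each leaves 2 libraries against 3, and the division of the libraries described under the other observations is then partly aligned with the groups when KO replicate 1 is absent.

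DESeq2 called 12 genes over all nuclei, 5 in macrophage-like, 26 in mesenchymal-like and 17 in T/NK-like nuclei and 13 for the interaction (2 with the larger change in macrophage-like nuclei, 11 with the smaller). Without the low-count filter, edgeR called 12 genes in T/NK-like nuclei and 201 for the interaction (51 and 150). Thinning to equal depth gave 2 genes for the interaction, Ecm1 and Peli2, and a glycolysis median of 0.000117 in macrophage-like nuclei. With mitochondrial genes left out, 2 genes were called for the interaction, Inpp4b and Syk. The covariate for the division of the libraries was defined from the gene counts themselves. With it, 2 genes were called in macrophage-like (Gzmf and Ksr2), 6 in mesenchymal-like and 65 in T/NK-like nuclei. Restricting T/NK-like nuclei to at most 3000 UMIs gave 1 gene, Galnt18, among 2985 tested. The genes named here were chosen after their values were seen.

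With at least 500 genes and under 5% mitochondrial counts, the fatty acid oxidation median in mesenchymal-like nuclei was 0.055. With the 2 tested genes of this pathway that the study named, the fatty acid oxidation median in macrophage-like nuclei was 0.13. Without integration over libraries, the T/NK-like share differed by 0.119 points and the cycling share by −9.28 points.

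The replicate numbers were also used as a block. Library profiles were compared as deviations from the mean of their group, which cancel within a group, so some correlations must be negative. The correlation of these deviations between libraries with the same number was 0.469, −0.265 and 0.392 over all nuclei. It was negative for replicate 2 there and in each of the 3 classes, so the numbers were not taken to pair the libraries. The mitochondrial medians over all nuclei did fall with the replicate number in both groups, though not those of macrophage-like nuclei, so a pairing was not excluded. With the block, edgeR called 0 genes over all nuclei, in macrophage-like and in mesenchymal-like nuclei, with 1024, 672 and 1626 at an unadjusted p under 0.05, where DESeq2 without the block called 12, 5 and 26. It called 13 genes in T/NK-like nuclei, and Slc16a7 had a log2 fold change of 0.31 (edgeR adjusted p 0.681, over all alternatives 0.560 to 0.997).

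Depth limits these results in several ways. The median macrophage-like nucleus held 1037, 1100 and 1052 UMIs in the CO libraries and 1076, 932 and 1058 in the KO libraries, against 1871 to 7639 for mesenchymal-like nuclei. The T/NK-like class had between 50 and 213 nuclei per library. Cluster 6, the macrophage-like cluster led by Slfn4 and Ccr2, stayed unnamed when leading genes were taken among those detected in at least 10% of nuclei, or among those with a mean of at least 0.1 per 10000 counts. These definitions and the one used were looked at before any test of genes between the groups. The cluster held 6.87 ± 0.716% of CO and 6.63 ± 3.08% of KO nuclei (SD, n = 3 each, exact permutation p 1).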

Other observations

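The tests on mesenchymal markers and gene span for Mecom and Slit2, on a swap of 2 labels, on the Y-linked genes with their limits, and on the splits for gene lists were chosen only after the results they concern were seen.

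The number of clusters here was 20. That is more than the number quoted from the study above.

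Each count of genes and each list was set against all 10 ways of dividing the 6 libraries into 3 and 3, where no share under 0.1 can arise. Since edgeR called 0 genes for the real groups, 10 of the 10 splits gave as many over all nuclei, 10 in macrophage-like, 10 in mesenchymal-like and 10 in T/NK-like nuclei and 10 for the interaction. For the lists in macrophage-like nuclei, the number of splits with a median at least as large was 9 for glycolysis, 4 for the TCA cycle, 4 for OXPHOS, 5 for fatty acid oxidation, 4 for fatty acid synthesis and activation, 3 for antigen presentation and 6 for ribosomal proteins. In mesenchymal-like nuclei the numbers were 8, 3, 3, 6, 4, 4 and 3 in the same order.

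The split that called genes was another one. CO replicates 1 and 2 with KO replicate 1, against CO replicate 3 with KO replicates 2 and 3, gave 2300 genes over all nuclei, 1246 in macrophage-like, 3030 in mesenchymal-like and 114 in T/NK-like nuclei and 175 for the interaction, while the real groups and the other 8 splits gave 0 throughout. The labels name no batch, and these sets are not groups of the study. Genes with a long span were higher in the second set. Spearman's rho over genes between the log2 fold change and gene span was 0.606 in macrophage-like and 0.630 in mesenchymal-like nuclei, against 0.415 and 0.584 for the real groups and −0.53 to 0.56 for the other splits; genes are not independent replicates. The ribosomal protein median was −0.76 in macrophage-like, −1.14 in mesenchymal-like and −0.74 in T/NK-like nuclei. A candidate explanation is a varying amount of cytoplasmic RNA carried with the nuclei, since spliced cytoplasmic messengers favor short genes, and the lower rho of the 2 main classes, 0.60628, is in the direction this needs. Mitochondrial counts, another measure of cytoplasmic RNA, went with the split only in part. In mesenchymal-like nuclei their median was 9.77, 8.62 and 9.22% in the first set and 4.52, 5.19 and 1.58% in the second, but KO replicate 2 exceeded CO replicate 3 there with a lower ribosomal sum (3461 against 8719 CPM). In macrophage-like nuclei KO replicate 2 had the highest median of the 6 libraries, 1.14%, and the lowest ribosomal sum, 6292 CPM. The explanation stays open. Depth alone is argued against, because thinning the mesenchymal-like sums to equal totals left 2682 genes called, of which 2543 were among the 3030. In macrophage-like sums 620 were called after thinning, against 1246, with 536 shared, and in T/NK-like sums 157 against 114, with 52 shared, so depth is not argued against there. Exchanged labels of CO replicate 3 and KO replicate 1 would also give this split. For it, the log2 fold change of Slc16a7 over all nuclei was 0.73 (0.731504, SE 0.48, edgeR adjusted p 0.282). It was 0.64 (edgeR adjusted p 0.0348) in macrophage-like and 1.98 (edgeR adjusted p 0.0275) in mesenchymal-like nuclei, the latter on 3 to 19 UMIs per library. With exchanged labels this would be a rise in KO, opposite to a loss of transcripts. Long genes as a class rise in this split, however, and Slc16a7 is long, so the direction does not decide. An exchange therefore cannot be told apart from a difference in cytoplasmic RNA, and a biological difference between the mice was not tested.

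Cytoplasmic messengers moved together in classes that do not share cell identity. Over the 6 libraries, the summed ribosomal protein messengers in macrophage-like and mesenchymal-like nuclei had a Pearson r of 0.927 (exact permutation p 0.00556) and a Spearman rho of 0.829 (exact permutation p 0.0583), in 1 such test. Leaving out the 2 libraries farthest from the median of the mesenchymal-like sum, CO replicate 1 and KO replicate 2, gave an r of 0.986. This value, 0.927398, is what free or cytoplasmic RNA shared by all nuclei of a library would give, and it may account for part of the fall of the OXPHOS and ribosomal lists in the 2 classes in the libraries labelled KO. In T/NK-like nuclei the KO over CO median was −0.0099 for ribosomal proteins, −0.21 for OXPHOS and 0.22 for glycolysis, over libraries that went both ways. The T/NK-like ribosomal sums were 13908, 12372 and 9634 CPM in the CO libraries and 19327, 4874 and 9860 CPM in the KO libraries, with KO replicate 1 the highest and KO replicate 2 the lowest, as in macrophage-like nuclei. The additional washes that the methods mention for some samples are not assigned to libraries, so whether they follow this pattern stays open, as does a change in both classes caused by the genotype or by tamoxifen, which only the KO group received.

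Mesenchymal messengers were higher in macrophage-like nuclei of the libraries labelled KO. Summed over 131 genes at least 5 times as high in mesenchymal-like nuclei and at 200 CPM or more, their level in macrophage-like nuclei was 10.42 ± 1.44% of the mesenchymal-like level in CO and 17.1 ± 2.70% in KO (SD, n = 3 each, exact permutation p 0.1, the smallest possible). The libraries were at 11.8, 8.95 and 10.5% in CO and 14.6, 19.95 and 16.8% in KO. Of these genes, 128 of 131 had a log2 fold change above 0, with a median of 1.07, and 2 were in the study's list of raised macrophage genes. In T/NK-like nuclei the same share went the other way, 77.4 ± 2.25% in CO and 60.9 ± 12.7% in KO (exact permutation p 0.1, n = 3). The 16 tested of 21 mesenchymal markers, without Mecom and Slit2, had a median of 0.85 (0.852632; 12 above 0, range −0.92 to 1.93; 0 past the edgeR threshold), and 15 were higher in mesenchymal-like nuclei. The most abundant were Hmga2, at 5085 CPM in mesenchymal-like and 527 in macrophage-like nuclei (log2 fold change 1.48), and Ank3, at 2122 and 166 CPM (1.28). The rise of Mecom and Slit2 in macrophage-like nuclei may therefore be RNA from mesenchymal-like nuclei, but KO replicate 1 goes against this. There Mecom was at 92.5 CPM and Slit2 at 132, below every CO library (126 to 439 and 159 to 349 CPM), while its share of mesenchymal messengers was above every CO library. The rise rests on KO replicate 2 (1000 and 1239 CPM) and KO replicate 3 (900 and 925 CPM). For the 16 markers, gene span alone is argued against, since their median lay at percentile 100 of 10000 random lists of like span from 5327 genes not higher in mesenchymal-like nuclei (median 0.08, 5 to 95% −0.06 to 0.23). For Mecom and Slit2 themselves span stays open. Among the 100 such genes nearest in span they lay at percentiles 96 and 99, but they were chosen for their rise, and both were lower in CO replicates 1 and 2 and KO replicate 1 than in the other 3 libraries, the division that goes with span. Doublets and phagocytosed tumor material were not tested, and a change within macrophages was not excluded.

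The 11 genes that the study names as raised in macrophages had a median log2 fold change of 0.46 here, with 10 above 0. Their percentile among random lists matched on the ratio of class levels was 98.1 (random median 0.10, 5 to 95% −0.18 to 0.37). A first run matched on level as well, which the written test did not ask for, gave 99.67. Neither decides whether free RNA could explain the list, because the study chose these genes on these libraries.

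Transcripts of 4 Y-linked genes, Ddx3y, Uty, Kdm5d and Eif2s3y, were nearly absent from mesenchymal-like nuclei. They summed to 8.72 CPM there, against 464 in macrophage-like, 461 in dendritic-like, 935 in adipocyte-like, 354 in skeletal muscle-like, 251 in host fibroblast-like, 248 in endothelial-like and 229 CPM in T/NK-like nuclei, and 62.1 in the mixed cluster. Too few counts do not explain this, since 538 UMIs were observed where 28633 would be counted at the macrophage-like level. Each of the 7 mesenchymal-like clusters was low, between 5.22 and 17.2 CPM (17.1883 for the highest), in a test that a host-derived cluster would have failed. A candidate explanation is that these clusters are the implanted TC1 line without Y-linked transcripts, grown in the male mice that the study describes, and that the host fibroblast-like cluster is separate from it. The sex of the line was not known from the labels, and a loss of Y-linked expression in host stroma was not excluded.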
